A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Arabidopsis SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A.Z deposition" (2019).

How the data were processed

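ATAC-seq libraries were made from nuclei of flowers of 4-week-old Columbia-0 plants, 2 from wild type and 2 from the mbd9-3 mutant. The groups and replicate numbers are those of the sample titles. Per the study's methods, the authors trimmed adaptors with trim_galore, mapped reads to TAIR10 with Bowtie, keeping reads with a single match, and removed organelle reads and duplicates with SAMtools. The peak caller and its options are not stated for ATAC-seq, nor is any shift of reads for the Tn5 insertion site. The deposited lists have the narrowPeak layout and were called in each library separately, without a control and without pooling replicates.

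In each deposited list the fold enrichment is a ratio of the pileup at the summit to the background of the same library. The deposited −log10 p-value starts at 2.00, and the deposited −log10 q-value is adjusted within each library. The score deposited by the authors is, in nearly all rows, 10 times the −log10 p-value cut to a whole number. Fold enrichments and p-values of separately called lists are not on a common scale, so they were used to rank or filter peaks within a list. Several summits of one interval are listed as separate rows: 19.1% and 31.1% of rows in the wild-type lists and 18.5% and 27.6% in the mbd9-3 lists shared their interval with another row. The summit position was missing on 81 and 49 rows in wild type and on 86 and 45 rows in mbd9-3, where the middle of the interval was used. All rows lay on chromosomes 1 to 5. The shortest interval was 63 bp in every list.

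A calling threshold acts on counts, so a deeper library or one with a lower background yields more and wider peaks at sites of equal accessibility, and a site near the threshold can be called in one library and missed in another. Read totals were not used here. The pileup and background of each peak were solved from its fold enrichment and p-value, taking fold as (pileup + 1)/(background + 1) and p as the Poisson upper tail. A whole-number pileup that returned the listed −log10 p-value within 0.0001 was found for 99.9% of rows in each list. The lowest background in a list served as a measure of relative depth. It holds for equal tag extension across libraries and gives no absolute read number.

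Peaks that shared at least 1 bp were merged over the 4 libraries into regions. A library counted as calling a region if any of its peaks lay in it. Jaccard indices were computed on bases after merging overlapping intervals within each list. Each summit was assigned to 1 of 8 classes in this order of priority: promoter (1 kb upstream of the TSS of a protein-coding gene), 5′ UTR, coding exon, intron, 3′ UTR, 1 kb downstream, other gene and intergenic. Gene models were those of TAIR10.1, whose nuclear chromosomes are those of TAIR10, and the share of all bases in each class was the background. Coordinates are 1-based.

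Values per library were compared between genotypes with an exact two-sided permutation test of the difference of means, which has 6 label assignments and a smallest p-value of 0.333. One-sided regions and Jaccard indices were compared among the 3 splits of the 4 libraries into pairs: by genotype, by replicate number, and crossed. Relative strength at regions called in all 4 libraries was tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes), on normal scores of the within-list ranks of each region's highest fold enrichment, with Benjamini-Hochberg adjustment and a threshold of 0.05. The limma step was tested on simulated data with 19546 regions. The simulated noise had the same SD in all regions and no effect of replicate number. With no change it made 0 calls, and with 200 regions changed by 1, 2 or 3 on the log2 scale it called 4.5%, 91.0% and 94.5% of them, with 0, 5 and 5 false calls. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Confidence intervals of shares are 95% Wilson intervals.

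The tests, alternatives and named genes were chosen before the data were examined, except where the closing section says otherwise. Named genes were 26 genes the study addressed, MBD9 first, the 3 regions per genotype with the highest mean rank percentile among one-sided regions, and up to 3 regions per direction among limma calls, of which there were none. Alternatives were stricter q-values (−log10 q of at least 5 or 10), the same number of top peaks from each list (37609, or 10000), other overlap rules (at least 1 bp, or 50% of the length), windows of 100 bp on each side of summits, promoters of 500 bp or 2 kb, bins of 20 bp, other rank measures, a replicate block, and leaving out each library in turn. Genome-wide signal tracks and the MBD9 and histone ChIP-seq data were not used here, so accessibility at MBD9-bound sites was not analysed here.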

Results

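Chromatin accessibility was measured by ATAC-seq, in which the transposase Tn5 inserts sequencing adaptors into open DNA, in flowers of Arabidopsis thaliana Columbia-0 plants grown for 4 weeks. The 4 libraries came from 2 groups, wild type (2 libraries) and the T-DNA mutant mbd9-3 (2 libraries). MBD9 is a methyl-CpG-binding domain protein that associates with SWR1, the complex that exchanges histone H2A for the variant H2A.Z. The study examined open chromatin in both genotypes. The deposited data are 1 peak list per library, called without a control, so each library is an independent set of calls. The wild-type lists held 44004 and 43962 peaks in replicates 1 and 2, and the mbd9-3 lists held 45208 and 37609 peaks.

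Read totals are not part of a peak list, so the depth of each library was read from the background pileup, the mean number of overlapping tags per base that the peak caller used where no local enrichment was present. It was 1.75 and 2.15 tags in wild-type replicates 1 and 2, and 1.72 and 1.79 tags in mbd9-3 replicates 1 and 2. The deepest library was thus 1.25 times as deep as the shallowest on this measure, which takes the tags to have been extended by the same length in each library. The median pileup at summits was 10 and 14 tags in the wild-type libraries and 10 and 12 tags in the mbd9-3 libraries. The smallest pileup at a listed summit was 5 tags in both libraries numbered 1 and 6 tags in both libraries numbered 2. Peaks with a q-value under 0.05 made up 83.4% and 92.9% of the wild-type lists and 81.9% and 91.8% of the mbd9-3 lists.

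The first comparison asked whether the extent of called open chromatin differed between the genotypes. The mean number of peaks was 43983 ± 29.7 (SD, n = 2) in wild type and 41409 ± 5373 (SD, n = 2) in mbd9-3. The difference did not exceed the SD of the mbd9-3 replicates. Both other splits of the libraries into pairs gave a larger difference (exact permutation test, two-sided, p = 1.0). With 2 libraries against 2, the smallest p-value this test can give is 0.333, so no comparison of single values here could pass 0.05. The number of peaks was 1204 higher in mbd9-3 among the libraries numbered 1 and fell by 6353 among those numbered 2. Without mbd9-3 replicate 2 the difference in peaks changed direction, to 1225 more peaks in mbd9-3. Among the filters tried, counting rows with the same interval once moved the difference most, to -1628 peaks against -2574.5 with every row counted.

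Peaks covered 6128 ± 289 kb in wild type and 5672 ± 455 kb in mbd9-3 (SD, n = 2 each; exact permutation test, two-sided, p = 0.667). The genotypes differed by 69.9 kb, with more in mbd9-3, among the libraries numbered 1 and by -982 kb among those numbered 2. The median peak width was 134.5 ± 16.3 bp in wild type and 130.0 ± 14.1 bp in mbd9-3 (SD, n = 2 each; exact permutation test, two-sided, p = 0.667). Width followed the replicate number more closely than the genotype: it was 123 and 120 bp in the libraries numbered 1 and 146 and 140 bp in those numbered 2. Within numbers the width differed between genotypes by -3.0 and -6.0 bp. Leaving out wild-type replicate 2 or mbd9-3 replicate 1 changed the direction of the width difference, to 7.0 and 5.5 bp wider in mbd9-3, but leaving out a library also sets unequal mixes of the numbers against each other.

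The second comparison asked whether the positions of peaks differed between the genotypes by more than they differed between replicates. The base-level Jaccard index, the bases shared by a pair of peak sets divided by the bases in either, was 0.480 between the wild-type replicates and 0.450 between the mbd9-3 replicates. Between genotypes it was 0.441 for the libraries numbered 1, the lowest of the 6 pairs, 0.539 for the libraries numbered 2, the highest, and 0.469 and 0.447 for the pairs of different numbers. The mean within genotypes minus the mean between genotypes was -0.0090, so libraries of the same genotype shared no more bases than libraries of different genotypes. Of the 3 ways to split the 4 libraries into 2 pairs, 2 gave a value at least as high, the genotype split included (exact permutation, p = 0.667). The split by replicate number gave 0.0281, which came from the pair numbered 2, and the remaining, crossed split gave -0.0191. Restriction to the top 10000 peaks of each list raised the genotype value to 0.0047, still under the 0.0120 of the replicate-number split in the same setting. Without mbd9-3 replicate 2 the genotype value was 0.0363, which left 1 within-genotype pair.

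Overlap depended on peak strength. In the top 25% of each list by fold enrichment, 98.3% to 99.6% of peaks overlapped a peak of the other library of the same genotype by at least 1 bp, and 98.5% to 99.8% overlapped a peak of a library of the other genotype. In the lowest 25% the same shares were 20.5% to 40.3% and 23.1% to 46.8%.

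All peaks merged into 64218 regions on chromosomes 1 to 5, of which 19546 (30.4%) were called in all 4 libraries and 29125 (45.4%) in 1 library. Of the 25146 regions called in both wild-type libraries, 23417 were called in at least 1 mbd9-3 library, which is 93.1% (95% Wilson interval 92.8% to 93.4%). Of the 22918 regions called in both mbd9-3 libraries, 21932 were called in at least 1 wild-type library, or 95.7% (95% Wilson interval 95.4% to 96.0%). These intervals cover counting error alone.

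Regions called in both wild-type libraries and in neither mbd9-3 library numbered 1729, and regions called in both mbd9-3 libraries and in neither wild-type library numbered 986. The same count for the other splits of the libraries served as the background. Splitting by replicate number gave 2665 regions called in both libraries numbered 1 alone and 1676 called in both libraries numbered 2 alone. The crossed split gave 775 and 1459. Summed over both sides, the genotype split gave 2715 one-sided regions, the replicate-number split 4341 and the crossed split 2234. The balance between the numbers depended on the setting. With −log10 q of at least 5, 209 regions were called in both libraries numbered 1 alone and 1266 in both numbered 2 alone. With the 37609 top peaks of each list these counts were 1610 and 1700. The excess of wild-type-only over mbd9-3-only regions depended on the setting: with the 37609 top peaks of each list, the counts were 1095 and 1118. With −log10 q of at least 5 the excess remained, at 984 against 216 regions. The lists were of unequal length in that setting too, with 15816 and 22079 peaks in wild type and 14848 and 16742 in mbd9-3. With presence defined by −log10 q of at least 10 and absence taken from the full lists, 4 wild-type-only regions and 1 mbd9-3-only region were left. In that setting the genotype split exceeded the replicate-number split, with 5 one-sided regions against 3, and the crossed split stayed lowest, with 0. Counts that drop a library rose because fewer lists had to meet the rule, from 3595 to 10561 wild-type-only regions and from 1864 to 11614 mbd9-3-only regions over the 4 ways of leaving out 1 library.

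**Figure D1:**
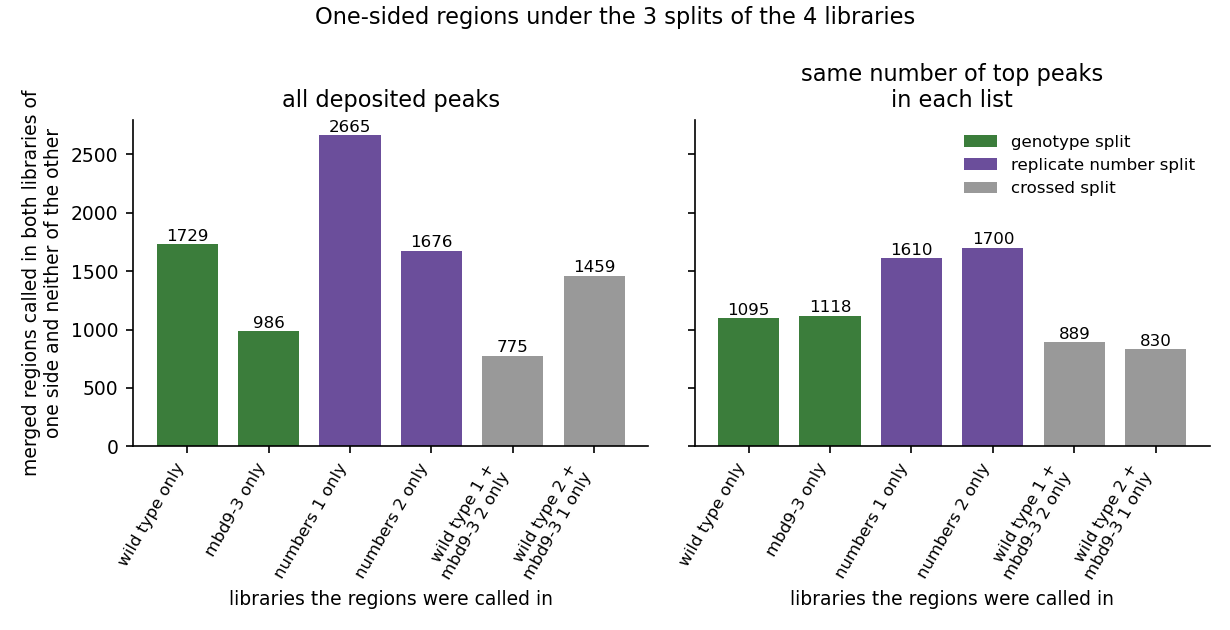
Bars give the number of merged regions (vertical axis) called in both libraries of one side and neither of the other, for the 3 ways to split the 4 libraries into pairs; the left panel uses all deposited peaks and the right panel the 37609 top peaks of each list. The replicate-number split has the highest totals in both of these settings, and the genotype bars go from 1729 and 986 on the left to 1095 and 1118 on the right.

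One-sided regions were weak. The wild-type-only regions had a median rank percentile of 28.7 by fold enrichment within their lists and the mbd9-3-only regions 27.3, against 70.3 for the 19546 regions called in all 4 libraries. The fold enrichments are the authors' own values per peak and were used to rank peaks within a list.

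The 3 strongest wild-type-only regions by mean rank percentile are given in TAIR10 coordinates. The first lay on chromosome 2 from 2753841 to 2754174, with its strongest summit in the 5′ UTR of AT2G06845 (2753443 to 2756008, plus strand) and the long non-coding gene AT2G05015 on the opposite strand. Its fold enrichment was 14.4 in wild-type replicate 1 and 12.7 in replicate 2, from summit pileups of 54 and 50 tags. The second lay on chromosome 3 from 10358679 to 10359127, in the promoter of AT3G27910 (10357232 to 10358281, minus strand), with fold enrichments of 11.3 and 9.55 and pileups of 33 tags in both wild-type libraries. The third lay on chromosome 1 from 21342151 to 21342349, in the promoter of AT1G57620 (21342627 to 21344804, plus strand), with fold enrichments of 8.69 and 11.4 and pileups of 27 and 39 tags. No mbd9-3 peak was listed within the 10306, 4309 and 2192 bp around these regions, in that order, while peaks of at least 1 mbd9-3 library were listed on both sides. Stretches of this kind vary with the local density of peaks: around the 3 strongest mbd9-3-only regions, the stretches without a wild-type peak were 1997, 16797 and 38012 bp. The 2 longest of these lay around intergenic regions, so they do not show what length is usual near genes. A peak list does not show coverage between peaks, so signal below the calling threshold in mbd9-3 was not measured there. Of 3736 regions called in both wild-type libraries with a mean rank percentile of at least 90, these 3 were in neither mbd9-3 library and 4 were in 1 of them.

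**Figure D2:**
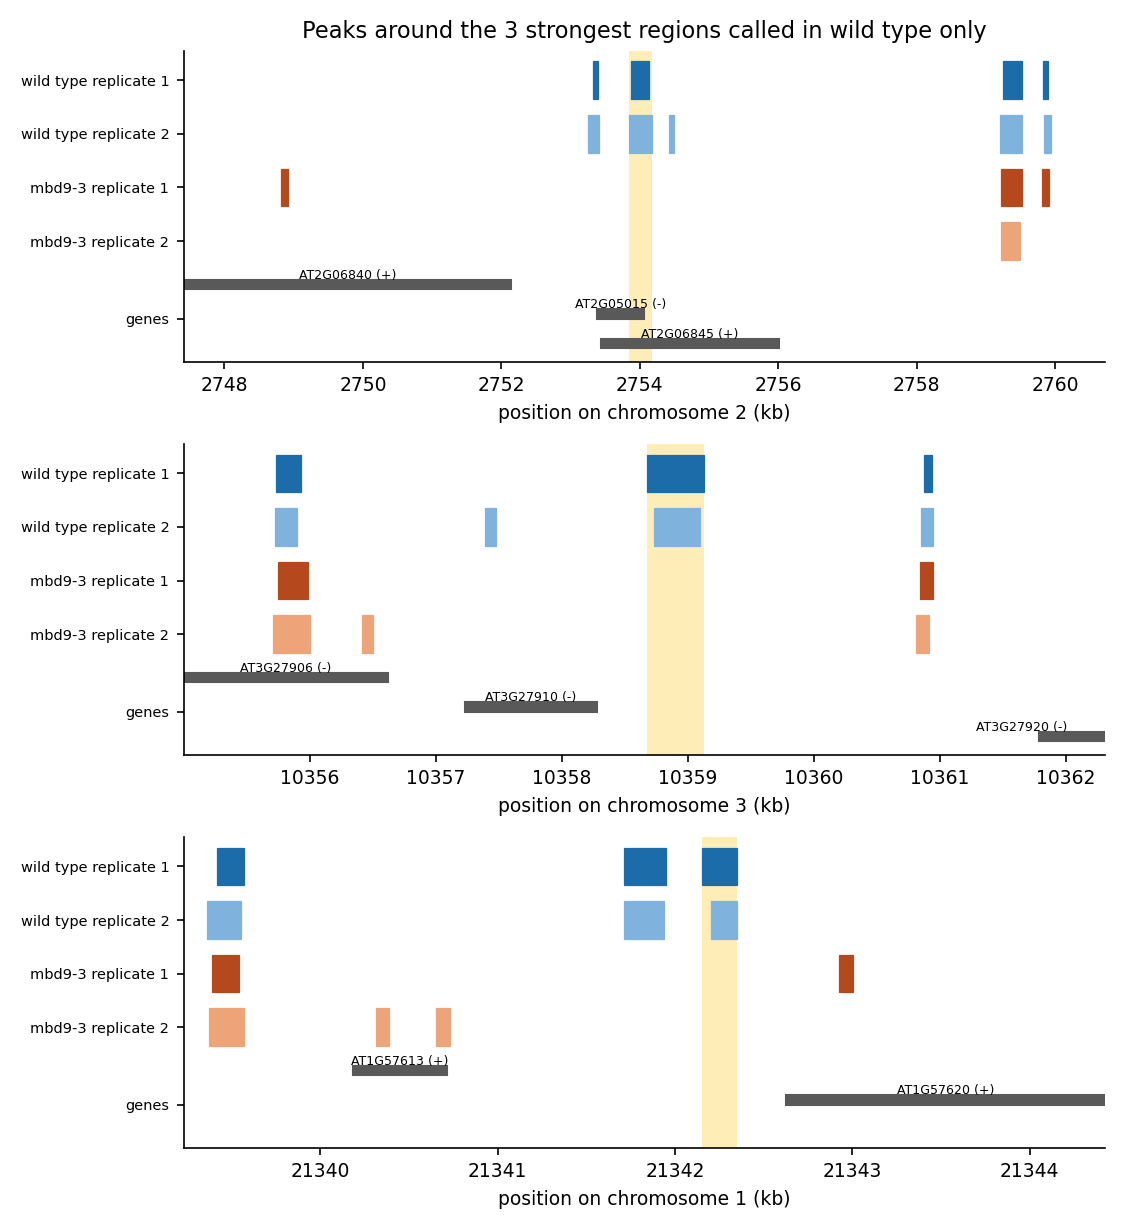
Each panel maps one of the 3 strongest wild-type-only regions (shaded), with position in kb on the horizontal axis, the called peaks of each library as coloured boxes and annotated genes as grey bars with their strand. Peaks appear in both wild-type libraries in the shaded regions, and mbd9-3 peaks appear at the flanks alone, which leaves stretches without an mbd9-3 peak of 10306 bp, 4309 bp and 2192 bp from top to bottom.

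The 3 strongest mbd9-3-only regions were weaker and narrow. They lay on chromosome 2 from 3623465 to 3623536, in an intron of AT2G08986, on chromosome 4 from 3978099 to 3978174, and on chromosome 3 from 13840721 to 13840792, the last pair in intergenic sequence. Their fold enrichments in mbd9-3 replicates 1 and 2 were 8.08 and 7.22, 6.62 and 6.46, and 7.73 and 5.02, in that order. Their mean rank percentiles were 89.5, 84.6 and 79.6, against 98.4, 95.0 and 94.6 for the wild-type-only regions.

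At the regions called in all 4 libraries, a shift in relative strength was tested with limma on the normal scores of within-list ranks of fold enrichment. Of 19546 regions, 0 had a Benjamini-Hochberg adjusted p-value under 0.05, and 1046 regions (5.35%) had an unadjusted p-value under 0.05. The smallest adjusted p-value from limma was 0.905. The same fit on the replicate-number split gave 0 calls and 1254 regions (6.42%) with an unadjusted p-value under 0.05, and on the crossed split 0 calls and 668 regions (3.42%). In simulated data of the same size with 200 changed regions, the fit called 91.0% of changes of 2 on the log2 scale and 4.5% of changes of 1, so changes of 1 on the log2 scale were mostly not detectable with 2 libraries per genotype. The simulated noise had the same SD in all regions and no effect of replicate number. In the libraries the spread differed between regions, so fewer changes may be detectable there. The 0 calls therefore do not exclude changes of 2 on the log2 scale. The alternative with the largest number of regions, which put absent libraries at the lowest rank, also gave 0 calls, with 2329 of 35093 regions at an unadjusted p-value under 0.05. Across the shared regions, Spearman's rho of fold-enrichment ranks was 0.790 between the wild-type replicates, 0.739 between the mbd9-3 replicates and from 0.744 to 0.774 between genotypes. Regions are not independent replicates, and these values describe the libraries.

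The third comparison placed the peaks relative to genes. In each of the 4 libraries the 50 bp bin with the most summits was the one from -50 to 0 bp relative to the transcription start site (TSS) of 27444 protein-coding genes. That bin held 2512 and 3145 summits in the wild-type libraries and 2293 and 2757 in the mbd9-3 libraries. Relative to the mean of the bins from 500 to 1000 bp downstream of the TSS, it was 6.95 and 11.8 times as high in wild type and 5.86 and 11.99 times as high in mbd9-3. The ratios to the mean of the matching upstream bins were lower, at 3.95 and 4.66 in wild type and 3.55 and 4.80 in mbd9-3.

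**Figure D3:**
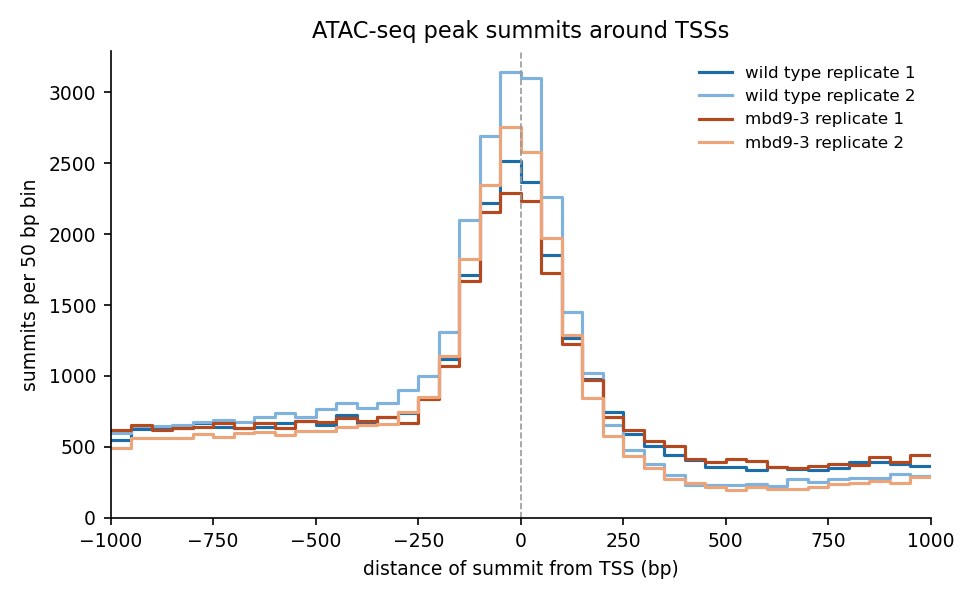
Lines give the number of peak summits per 50 bp bin (vertical axis) against distance from the TSS in bp (horizontal axis, upstream negative) for each of the 4 libraries. All 4 lines are highest in the bin from -50 to 0 bp, at 2512, 3145, 2293 and 2757 summits, and from 200 bp downstream of the TSS the line of the library numbered 1 lies above that numbered 2 in each genotype.

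Summits in a promoter, the 1 kb upstream of the TSS of a protein-coding gene, made up 36.5% (95% Wilson interval 36.1% to 37.0%) and 41.8% (41.3% to 42.3%) of the wild-type lists. In mbd9-3 they made up 34.9% (34.5% to 35.4%) and 41.7% (41.2% to 42.2%). Promoters hold 21.3% of all bases of chromosomes 1 to 5. The means were 39.2% ± 3.73 in wild type and 38.3% ± 4.79 in mbd9-3 (SD, n = 2 each; exact permutation test, two-sided, p = 0.667). The genotypes differed by -1.59 percentage points among the libraries numbered 1 and by -0.080 among those numbered 2, less than the -6.02 points between numbers 1 and 2. Leaving out wild-type replicate 2 or mbd9-3 replicate 1 changed the direction of the difference, to 1.80 and 2.55 points higher in mbd9-3, again with unequal mixes of the numbers in each genotype.

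Among the 8 annotation classes, coding exons varied most between libraries. They held 23.2% of summits in wild-type replicate 1, 25.5% in mbd9-3 replicate 1, 12.7% in wild-type replicate 2 and 13.1% in mbd9-3 replicate 2, against 24.9% of all bases. The mean share was 18.0% ± 7.44 in wild type and 19.3% ± 8.76 in mbd9-3 (SD, n = 2 each; exact permutation test, two-sided, p = 0.667; adjusted over the 8 classes, 0.667). Between the replicate numbers, the coding-exon share differed by 11.5 percentage points, 10.5 in wild type and 12.4 in mbd9-3 (exact permutation test, two-sided, p = 0.333, the smallest value possible). The share of 5′ UTRs was 11.4% and 14.7% in the wild-type libraries and 10.4% and 14.7% in the mbd9-3 libraries, against 3.80% of all bases. Introns held 3.54% and 3.28% of summits in wild type and 3.42% and 2.99% in mbd9-3, against 13.8% of all bases. Among peaks with −log10 q of at least 5, promoters held 47.8% ± 0.103 of summits in wild type and 47.2% ± 1.02 in mbd9-3, and coding exons 6.32% ± 0.959 and 6.92% ± 1.33 (SD, n = 2 each).

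**Figure D4:**
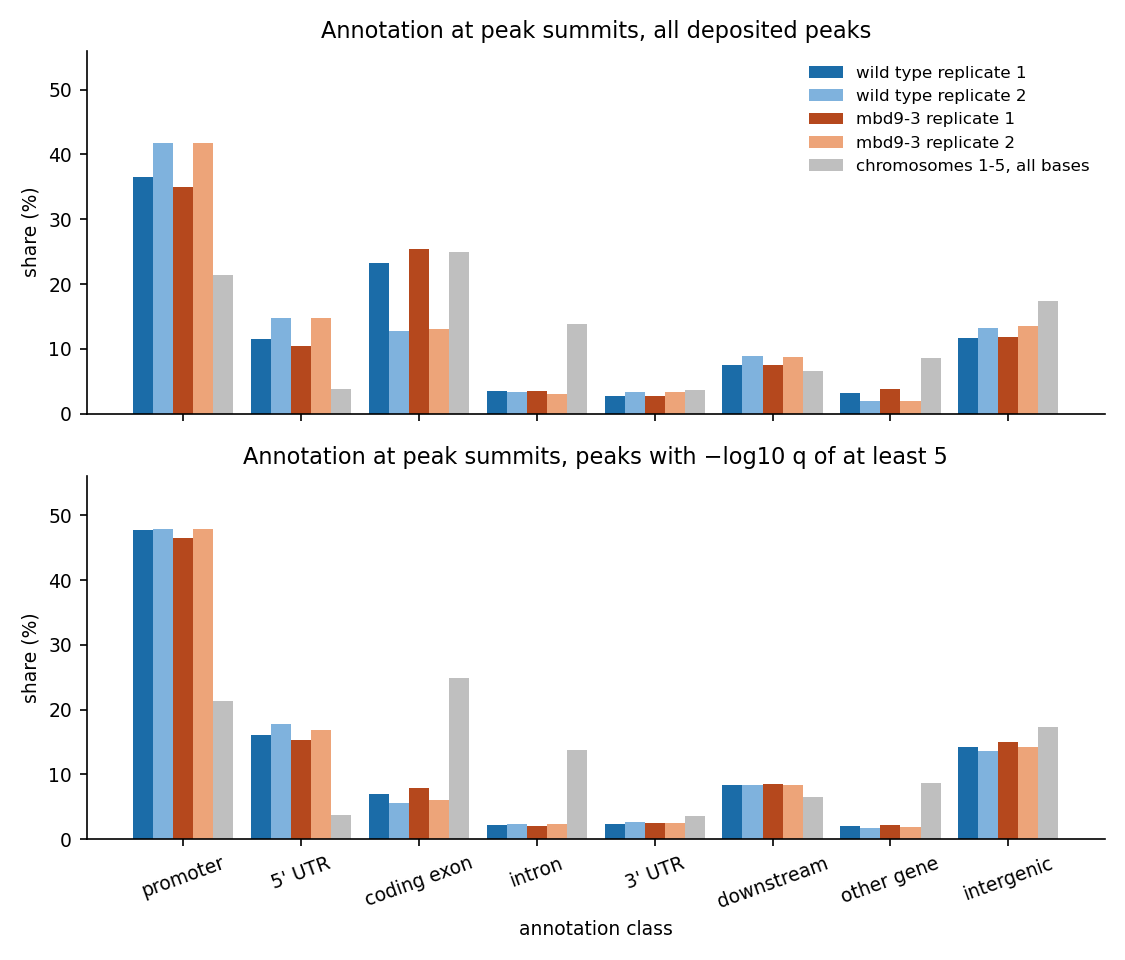
Bars give the share of peak summits in each annotation class (vertical axis, percent) for the 4 libraries, with the share of all bases of chromosomes 1 to 5 in grey; the upper panel uses all deposited peaks and the lower panel those with −log10 q of at least 5. In the upper panel the coding-exon bars are 23.2% and 25.5% for replicates 1 and 12.7% and 13.1% for replicates 2, and in the lower panel the 4 promoter bars lie between 46.5% and 47.9%.

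A promoter summit was present at 13350 and 14330 protein-coding genes in wild type and at 13050 and 12891 in mbd9-3. The means were 13840 ± 693 and 12971 ± 112 genes (SD, n = 2 each; exact permutation test, two-sided, p = 0.333, the smallest value possible). Both wild-type libraries were above both mbd9-3 libraries, and the difference was -300.0 genes among the libraries numbered 1 and -1439 among those numbered 2. With the same number of top peaks from each list the difference was -363.5 genes (exact permutation test, p = 0.667), against -869.5 with all peaks. Promoter summits were called at 9431 genes in all 4 libraries. They were called in both wild-type libraries and neither mbd9-3 library at 529 genes and in both mbd9-3 libraries and neither wild-type library at 256. Splitting by replicate number gave 401 and 607 genes, and the crossed split 227 and 458.

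Genes the study addressed were examined from 1 kb upstream of the TSS to the end of the gene. MBD9 itself (AT3G01460, chromosome 3 from 173190 to 182454, plus strand) had 2 and 1 peaks in the wild-type libraries and 3 and 1 in the mbd9-3 libraries. The highest fold enrichment at MBD9 was 3.64 and 2.54 in wild type and 3.93 and 2.46 in mbd9-3, from summit pileups of 7 to 10 tags, and no library had a peak there at −log10 q of at least 5. Of the 26 genes, 21 had a peak in all 4 libraries. Peaks at FLC (AT5G10140, chromosome 5 from 3173382 to 3179448, minus strand) reached fold enrichments of 5.10 and 3.81 in wild type and 6.26 and 5.74 in mbd9-3. Their rank percentiles within the lists were 73.8 and 46.2 in wild type and 84.7 and 76.4 in mbd9-3. At MAF4 they were 73.8 and 66.2 against 76.8 and 18.4, and at MAF5 90.7 and 82.8 against 92.1 and 63.0. The 3 genes thus shared no direction in both mbd9-3 libraries. The genes without a peak in all 4 libraries were FT, with none in any library, TRA1B, with peaks in both libraries numbered 1, AL5, with 1 peak in each mbd9-3 library, AL7, with 1 peak in wild-type replicate 1, and HTA11, without a peak in mbd9-3 replicate 2. AL5 (AT5G20510, chromosome 5 from 6939813 to 6943011, minus strand) was the only one of the 26 genes with a peak in both libraries of one genotype and neither of the other. Its fold enrichments were 2.35 and 2.95, and with the same number of top peaks from each list it had a peak in 1 library. The H2A.Z gene HTA8 (AT2G38810) had 3 peaks in each library, with highest fold enrichments of 11.2 and 14.5 in wild type and 13.0 and 13.2 in mbd9-3.

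The highest fold enrichment of each list was at the same position, on chromosome 5 from 3253122 to 3253295, or 3253296 in wild-type replicate 2, in a coding exon. It was 86.6 and 78.0 in wild type and 89.0 and 81.8 in mbd9-3.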

Values the study reported

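The study reported 10,348 peaks occupied by MBD9 in seedlings, which corresponded to 5772 genes whose TSS had such a peak at most 1 kb upstream. In mbd9-3 seedlings it reported 2594 genes that lost H2A.Z and 277 misregulated genes. The ATAC-seq libraries came from flowers, so these values are from another tissue.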

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

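The limma fit on log2 summit pileups and the leave-one-out values of the Jaccard index, the summit position and the median rank difference were chosen after seeing the data; the other alternatives were fixed beforehand.

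The limma test of rank shifts made 0 calls under each of its 7 alternatives, with 506 to 2329 regions at an unadjusted p-value under 0.05. With the replicate number as a block, it made 0 calls, and 1362 of 19546 regions had an unadjusted p-value under 0.05. The correlation, across regions, of the deviations of same-numbered libraries from their genotype means was 0.114. With 2 pairs and no label that names a shared batch, the libraries share a number alone. Leaving out a library left a genotype with 1 library, so the limma test was not run there. The median absolute difference in rank percentile between genotypes, 8.30 points with all libraries, was 10.1 to 10.3 points across the 4 fits that each left out one library. The larger value goes with fewer libraries averaged per genotype.

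The difference between genotypes in Jaccard index was -0.0090 and reversed to 0.0047 with the top 10000 peaks of each list; the cause was not tested. It stayed below 0 with −log10 q of at least 5, with the same number of top peaks and with both overlap shares, from -0.0084 to -0.0021. Leaving out one library gave -0.043 to 0.036, the highest without mbd9-3 replicate 2.

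Wild-type-only regions went from 1729 to 984 with −log10 q of at least 5, to 1095 with the same number of top peaks, and to 4 where presence needed −log10 q of at least 10. The mbd9-3-only regions went from 986 to 216 with −log10 q of at least 5 and to 1 where presence needed −log10 q of at least 10. Those settings keep fewer peaks, and the wild-type excess was absent with equal list lengths (1095 against 1118). It remained with −log10 q of at least 5 (984 against 216), where the lists were of unequal length. Summit windows and the rule of 50% of the region length kept both counts within 1.5 times. Leaving out one library gave 3595 to 10561 wild-type-only and 1864 to 11614 mbd9-3-only regions, since 3 lists have to meet the rule in place of 4.

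The differences in peak number, covered length, peak width, promoter share and genes with a promoter peak kept their direction, lower in mbd9-3, under the planned filters and promoter lengths. No p-value of these comparisons could pass 0.05, so the test says nothing about their stability. All rows were on chromosomes 1 to 5, so the setting with all sequences moved nothing. Leaving out one library gave differences of -6374 to 1225 peaks, -778 to -134 kb, -16.0 to 7.0 bp, -4.22 to 2.55 percentage points and -1359.5 to -379.5 genes. Each of these fits sets 1 numbered library against a mix of both numbers, so the gap between numbers (-21.5 bp in width and -6.02 points in promoter share) enters the difference. Peak number changed direction without mbd9-3 replicate 2, and width and promoter share without wild-type replicate 2 or mbd9-3 replicate 1. Within numbers 1 and 2, width (-3.0 and -6.0 bp), promoter share (-1.59 and -0.080 points) and genes with a promoter peak (-300.0 and -1439) kept one direction, while peak number (1204 and -6353) and covered length (69.9 and -982 kb) did not. The bin with the most summits stayed within 50 bp of the TSS in each setting.

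Among 32 named genes and regions, the number of libraries with a peak changed for 17 with −log10 q of at least 5 and for 4 with the same number of top peaks. The 6 named regions were called in the same number of libraries in both settings. Depth limits the absence of a peak: a summit had to hold at least 5 or 6 tags to be listed, so sites of weak accessibility cannot be ranked.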

Other observations

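The tests on sequencing depth, unequal list lengths, other splits, variation between libraries and deleted DNA below were chosen after the result was seen. The tests on the calling threshold and GC content were set before their values were computed. No batch is named in the labels.

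Libraries with the same replicate number resembled each other in what their weak peaks covered. The coding-exon share was higher in the library numbered 1 in both genotypes, by 10.5 and 12.4 percentage points. Sequencing depth stays open. The background pileups of the mbd9-3 pair differed by a factor of 1.04, against 1.23 in the wild-type pair, and the mbd9-3 gap was the wider one with all peaks but the narrower one, 8.40 against 10.3 points, with the same number of top peaks in each list. GC content was also higher at summits of the libraries numbered 1, by 1.99 percentage points over all summits and by 1.33 points outside coding exons. Weighting all libraries to one GC profile, in windows of 50 bp on each side of the summit, left a mean gap in coding-exon share of 6.48 points (5.58 in wild type and 7.37 in mbd9-3), so GC content at summits accounts for part of the gap at most. The gap fell to 1.25 points among peaks with −log10 q of at least 10, which is consistent with a difference carried mainly by peaks near the calling threshold. A difference in library preparation between the numbers, in which more Tn5 insertion outside open chromatin reached the threshold, is a possible explanation that the lists do not test. No biological explanation was tested, since the number is not a group of the design.

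The replicate number also parted the region calls more than the genotype did, with 4341 against 2715 one-sided regions. The order was reversed among the few strong regions, with 5 by genotype and 3 by replicate number where presence needed −log10 q of at least 10. Unequal list lengths do not account for the larger total by replicate number over all peaks: with the same number of top peaks in each list the replicate-number split still exceeded the genotype split by 1097 regions. Of the 3 splits of the 4 libraries, 2 gave as many one-sided regions as the genotype split, itself included. With 3 splits no share under 0.05 can be reached, so an effect of genotype on calls of this kind and an arbitrary grouping cannot be told apart. The genotype split did exceed the crossed split, by 2715 to 2234 regions.

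The 3 strong wild-type-only regions had the highest rank percentiles among regions one-sided by genotype. At a mean rank percentile of at least 90, there were 0 mbd9-3-only regions and 0 regions on either side of the crossed split, 0 regions called in both libraries numbered 2 alone, and 2 regions called in both libraries numbered 1 alone, on chromosome 4 from 3966501 to 3966600 and on chromosome 5 from 11960793 to 11960861, both intergenic. Of the 3736 regions of this strength in wild type, 4 were also called in 1 mbd9-3 library alone. The 2 strong regions called in both libraries numbered 1 alone thus went missing in a way the genotype does not explain. Both were intergenic, while the 3 wild-type-only regions lay in a 5′ UTR and promoters, so they are a limited background. The 4 regions differed between the mbd9-3 libraries, but each was missing from an mbd9-3 library, so a part for the genotype is not excluded. Variation between libraries stays open for the 3 wild-type-only regions. Smaller wild-type peaks near 2 of the regions were missing from mbd9-3 too: beside AT1G57620 both wild-type libraries had a second peak, and beside AT2G06845 the wild-type libraries had 2 and 3 peaks, the region itself included, in the stretch of 10306 bp without an mbd9-3 peak, all between 2753259 and 2754490. Beside AT3G27910 an extra peak was listed in wild-type replicate 2 alone, with a fold enrichment of 2.13. The lengths of these stretches decide little, since no matched background was computed. Among the 3 strongest mbd9-3-only regions, 2 lay in longer stretches without a wild-type peak, of 16797 and 38012 bp. Those 2 were intergenic, 57444 and 180635 bp from the TSS of the genes assigned to them, AT4G06688 and AT3G33187. The wild-type-only regions lay 377 to 622 bp from the TSS of theirs, so the settings were unlike. A deletion or other sequence difference in the mbd9-3 line at these positions could give this pattern, and so could a local loss of accessibility that follows from the loss of MBD9. These and variation between libraries cannot be told apart from peak lists, which hold no coverage between peaks. Reads over the stretches of 10306, 4309 and 2192 bp would show whether DNA is missing there. The count of 0 for mbd9-3-only regions depends on the limit of 90: the strongest, on chromosome 2 from 3623465 to 3623536, had a mean percentile of 89.5 and −log10 q of 15.9 and 12.2. The regions were noticed and tested in the same 4 libraries, and each reading is a hypothesis.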
